A study of Drosophila melanogaster with 13 samples. Its data were reported in "Rapid Cis–Trans Coevolution Driven by a Novel Gene Retroposed from a Eukaryotic Conserved CCR4–NOT Component in Drosophila" (2021).

How the data were processed

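Binding of 3 proteins was measured by ChIP-Seq, in which chromatin bound by a protein is pulled down with an antibody and sequenced. Each protein carried a FLAG epitope tag and was expressed from the Actin5C promoter in transgenic D. melanogaster, so that one anti-FLAG antibody and one host genome served all of them. Dsim_Zeus and Dmel_Zeus are the D. simulans and D. melanogaster forms of Zeus, a young retrogene copy of Caf40. Dyak_Caf40 is the Caf40 protein of D. yakuba, a species that lacks Zeus, and stands for the state before the duplication. Chromatin came from whole adult flies. The labels describe 4 immunoprecipitated libraries for Dsim_Zeus, 2 for Dmel_Zeus and 4 for Dyak_Caf40, with 1 input library (chromatin without antibody) for each protein. The libraries of one protein were technical replicates of a single transgenic line.

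According to the methods of the study, single-end reads were mapped with BWA to the UCSC dm3 build of the D. melanogaster genome, peaks were called with MACS2, and peaks that intersected between the best pair of replicates were retained. Which replicates these were, and whether the input served as the control in peak calling, is not stated. The methods name 4 technical replicates per protein, but the labels describe only 2 immunoprecipitated libraries for Dmel_Zeus. Its labelled libraries therefore allow only 1 pair, while those of the other proteins allow a choice. The data analysed here are the peak lists of the study, 1 for each protein, with the sequence name, start, end, name and score of every peak. Repeated lines, described below, leave open whether the Dsim_Zeus list came from such an intersection alone. The score was deposited by the authors without a stated scale. It was used only to rank peaks within a list and was never compared between lists as a number. A list was assigned to a protein by its letter, which is that of the line code in the titles of that protein's libraries and of no other.

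Many lines of the lists repeated one peak, with the same interval, name and score. Each distinct peak was therefore counted once, a choice made after the lists had been seen. The comparisons used peaks on the 6 chromosome arms 2L, 2R, 3L, 3R, 4 and X, and peaks on the heterochromatic sequences of the build and on the mitochondrial genome were described separately. The length of an arm was taken as the highest peak end in any of the 3 lists. Coordinates are given on dm3, counted from 1. A gene annotation of dm3 was not used here, so no gene is named, and the shares of peaks at promoters, the occurrence of the CAZAM motif in peaks and the genes with a peak at the promoter were not analysed here.

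The lists hold no value per library, and the read depth behind a peak is unknown from them. Differences between lists could therefore not be set against the spread between replicates. All tests compared lists, not replicated conditions, and they treat peaks as independent although neighbouring peaks are not. Fisher's tests of chromosome shares also treat the lists as separate samples, although 330 of 340 Dmel_Zeus peaks overlapped a Dyak_Caf40 peak. Intervals and p-values for Dmel_Zeus against Dyak_Caf40 are therefore approximate. The chromosome shares of Dyak_Caf40 peaks with and without a Dmel_Zeus peak were not compared. Shares of peaks are given with 95% Wilson confidence intervals, which cover counting error only. Where a count was 0, the share that 3 counts would give is stated as the upper limit.

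Shares of peaks on X and on chromosome 4 were compared between the 3 pairs of lists with two-sided Fisher's exact tests, and p-values were adjusted over these 6 tests by the Benjamini-Hochberg method. Odds ratios are conditional maximum likelihood estimates with exact 95% intervals. Peaks overlapped when they shared at least 1 bp. The number of overlapping peaks of the smaller list was compared with that after 10000 circular shifts of this list within each arm, one-sided, with adjustment over the 3 pairs. The shares of Dsim_Zeus and Dmel_Zeus peaks that overlapped a Dyak_Caf40 peak were compared by Fisher's exact test, as was the overlap with both Zeus lists across Dyak_Caf40 peaks. Within each list, the score percentile of peaks shared with any other list was compared with that of the remaining peaks by a two-sided permutation test of the difference in medians with 100000 resamples, adjusted over the 3 lists. The peaks named in the text are the 3 with the highest score on the arms of each list. From the Dyak_Caf40 peaks that overlapped both Zeus lists, the 3 with the lowest sum of score ranks over the lists are also named.

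Alternatives fixed before the data were examined were the higher-scoring 50% of each list, the same number of top-scoring peaks from each list (340, the size of the smallest), clusters of peaks closer than 10 kb, all sequences as the background, the base pairs covered, an overlap of at least 50% of the shorter peak, midpoints within 250 bp, random placement of each peak, shifts of 50 kb to 500 kb, omission of X from the test across Dyak_Caf40 peaks, and comparison within 5 width classes, weighted by their shared peaks. Alternatives added after the lists had been seen were a count of every line and the omission of 0.5, 1 or 2 Mb next to the centromere on the 5 large arms. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

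The procedures were tested on simulated lists with 340 peaks in the smaller list. With no relation between lists, the shift test gave p-values under 0.05 in 4% of 100 simulations, and with 30 planted overlaps it did so in 100%. For a true odds ratio of 1, Fisher's test was under 0.05 in 4.5% of 200 simulations. An odds ratio of 1.5 was detected in 72% of 200 simulations, with a median estimate of 1.50. The permutation test on ranks was under 0.05 in 6% of 100 simulations without a difference and in 100% with one. All these p-values were unadjusted. For Fisher's test the lists were drawn independently and without clustering of peaks, unlike the lists analysed here. Its simulated rates therefore do not show how it behaves on lists that share sites or hold clustered peaks.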

Results

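ChIP-Seq peaks of 3 FLAG-tagged proteins, Dsim_Zeus, Dmel_Zeus and Dyak_Caf40, were compared in a common D. melanogaster genome. The 13 libraries comprised 10 immunoprecipitations and 3 inputs, and their peaks were summarised by the authors in 1 list per protein. The Dsim_Zeus list held 1091 distinct peaks on 3073 lines, the Dmel_Zeus list 378 on 393 lines and the Dyak_Caf40 list 1964 on 2076 lines. On the 6 chromosome arms there were 602 Dsim_Zeus, 340 Dmel_Zeus and 1867 Dyak_Caf40 peaks. Their median widths were 346.5, 306 and 337 bp, and no list held a peak narrower than 200 bp. Together the arm peaks covered 304 kb for Dsim_Zeus, 129 kb for Dmel_Zeus and 840 kb for Dyak_Caf40. The numbers in the library titles of Dsim_Zeus lay apart from those of the other proteins, and no library of another protein fell in their range. A difference between library series therefore cannot be told apart from a difference between Dsim_Zeus and the other proteins.

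The first comparison asked whether Zeus peaks lay on the X chromosome more often than Dyak_Caf40 peaks did. X held 129 of 602 Dsim_Zeus peaks, or 21.4% (95% Wilson interval 18.3 to 24.9). In the Dmel_Zeus list it held 71 of 340 peaks, 20.9% (16.9 to 25.5). The Dyak_Caf40 share was 286 of 1867 peaks, 15.3% (13.8 to 17.0). X made up 18.7% of the summed arm length, above the interval of Dyak_Caf40 and inside those of both Zeus lists. The odds of an X location were higher for Dsim_Zeus than for Dyak_Caf40, with an odds ratio of 1.51 (95% interval 1.19 to 1.91; Fisher's exact test, adjusted p = 0.00208). For Dmel_Zeus against Dyak_Caf40 the odds ratio was 1.46 (1.07 to 1.96; Fisher's exact test, adjusted p = 0.0155). The Zeus lists did not differ detectably from each other (odds ratio 1.03, 0.738 to 1.45; Fisher's exact test, adjusted p = 0.869).

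The X shares depended on how peaks were counted. For Dsim_Zeus, the alternative that moved the odds ratios most was a count of every line of the lists. It raised the odds ratio against Dyak_Caf40 to 3.33. For Dmel_Zeus against Dyak_Caf40 the largest move came with the higher-scoring 50% of each list, to 1.16. With all sequences as the background, the odds ratio of Dsim_Zeus against Dyak_Caf40 was 0.787 (0.625 to 0.987). This was a change of direction, because 489 Dsim_Zeus peaks lay off the arms. When peaks closer than 10 kb were merged, the odds ratio was 1.17 (0.819 to 1.66) for Dsim_Zeus and 1.45 (1.04 to 2.01) for Dmel_Zeus, and neither passed the threshold after adjustment. Among the 340 top-scoring peaks of each list, X held 85 Dsim_Zeus, 71 Dmel_Zeus and 63 Dyak_Caf40 peaks. The odds ratios against Dyak_Caf40 were then 1.46 (0.999 to 2.16) for Dsim_Zeus and 1.16 (0.781 to 1.73) for Dmel_Zeus, again without passing the threshold. Of the 129 Dsim_Zeus peaks on X, 55 lay within 1 Mb of the centromere-proximal end, or 42.6% (34.4 to 51.3). The same region held 2 of 71 Dmel_Zeus and 10 of 286 Dyak_Caf40 peaks on X. Without 1 Mb next to the centromere on each large arm, the X share of Dsim_Zeus was 74 of 443 peaks (16.7%) and that of Dyak_Caf40 276 of 1767 (15.6%), with an odds ratio of 1.08 (0.806 to 1.44). Without 2 Mb it was 1.20 (0.887 to 1.62), and without 0.5 Mb 1.56 (1.22 to 1.99). For Dmel_Zeus against Dyak_Caf40 it was 1.55 (1.13 to 2.10) without 1 Mb.

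**Figure D1:**
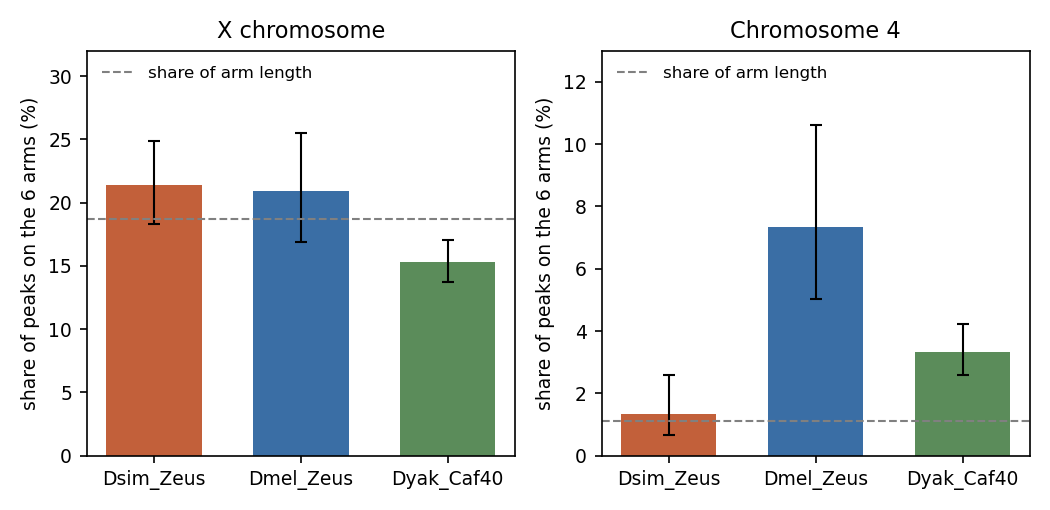
Share of arm peaks (%) on X (left) and on chromosome 4 (right) in the Dsim_Zeus, Dmel_Zeus and Dyak_Caf40 lists, with 95% Wilson intervals as error bars and the share of the summed arm length as a dashed line. The X share was 21.4% for Dsim_Zeus and 15.3% for Dyak_Caf40, and the chromosome 4 share ran from 1.33% for Dsim_Zeus to 7.35% for Dmel_Zeus.

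**Figure D2:**
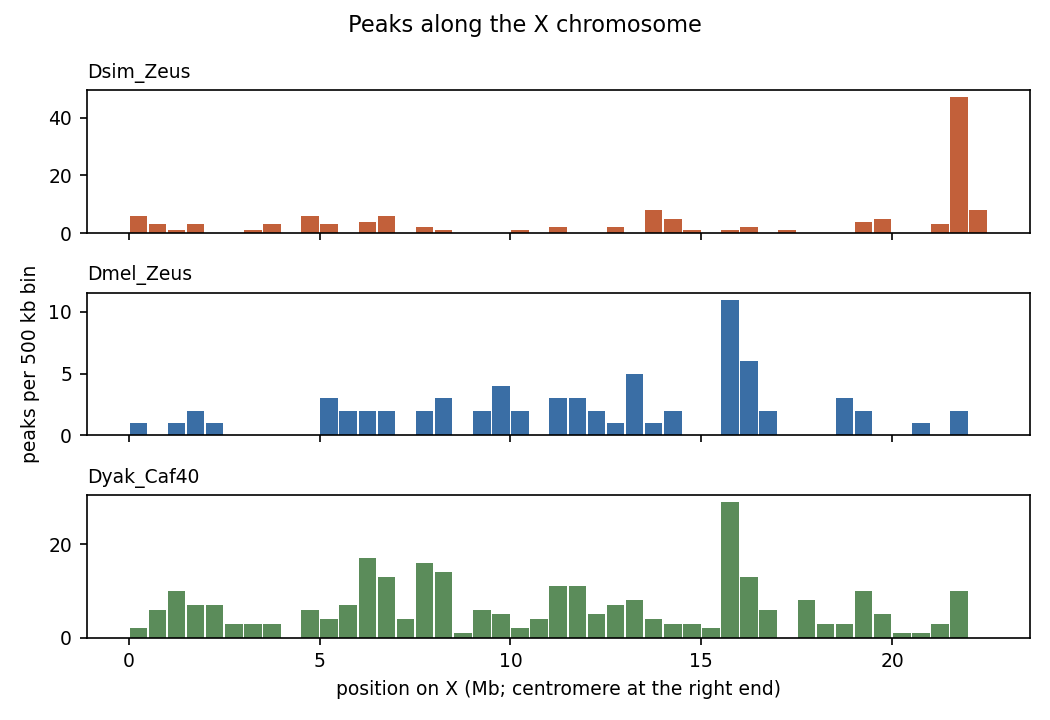
Number of peaks in 500 kb bins along X (position in Mb on dm3, each panel 1 list with its own vertical scale). In the Dsim_Zeus list, 47 of the 129 X peaks lay between 0.5 and 1 Mb from the last peak at the centromere-proximal end.

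The second comparison asked the same of chromosome 4, the dot chromosome, which made up 1.12% of the summed arm length. It held 8 of 602 Dsim_Zeus peaks, 1.33% (95% Wilson interval 0.675 to 2.60). Of the Dmel_Zeus peaks, 25 of 340 lay there, 7.35% (5.03 to 10.6), and of the Dyak_Caf40 peaks 62 of 1867, 3.32% (2.60 to 4.23). Dmel_Zeus had higher odds than Dyak_Caf40, with an odds ratio of 2.31 (1.37 to 3.79; Fisher's exact test, adjusted p = 0.00241). Dsim_Zeus had lower odds than Dyak_Caf40, with an odds ratio of 0.392 (0.161 to 0.828; Fisher's exact test, adjusted p = 0.0155). The direct comparison of Dsim_Zeus with Dmel_Zeus gave an odds ratio of 0.170 (0.0655 to 0.395; Fisher's exact test, adjusted p = 1.78e-05). Among the 340 top-scoring peaks of each list, chromosome 4 held 7 Dsim_Zeus, 25 Dmel_Zeus and 24 Dyak_Caf40 peaks. The odds ratio of Dmel_Zeus against Dyak_Caf40 was then 1.04 (0.559 to 1.96), and that of Dsim_Zeus against Dmel_Zeus 0.265 (0.0955 to 0.642). With clusters in place of peaks, Dsim_Zeus no longer differed from Dyak_Caf40 (odds ratio 0.720, 0.243 to 1.78).

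The third comparison asked how far the binding sites of the proteins coincided. Of 340 Dmel_Zeus peaks, 330 overlapped a Dyak_Caf40 peak, 97.1% (95% Wilson interval 94.7 to 98.4). Circular shifts gave 4.88 overlaps on average (SD 2.41 over the shifts), a 67.7-fold excess (one-sided circular-shift permutation test, adjusted p = 0.00015, from the smallest p that 10000 shifts can give). The midpoints of the 330 shared peaks lay a median of 16 bp from that of the highest-scoring Dyak_Caf40 peak they overlapped. Only 34 of 602 Dsim_Zeus peaks overlapped a Dyak_Caf40 peak, 5.65% (4.07 to 7.79). This was still 4.00 times the 8.51 overlaps after shifts (SD 3.31; one-sided circular-shift permutation test, adjusted p = 0.00015). Between the Zeus lists, 8 of 340 Dmel_Zeus peaks overlapped a Dsim_Zeus peak, 2.35% (1.20 to 4.57), against 1.48 after shifts (SD 1.24; 5.39-fold; one-sided circular-shift permutation test, adjusted p = 0.0005). For both pairs with Dyak_Caf40, the alternative that moved the fold excess most was the use of the 340 top-scoring peaks of each list, where 286 Dmel_Zeus and Dyak_Caf40 peaks overlapped, 236.6 times the number after shifts, and the excess for Dsim_Zeus and Dyak_Caf40 was 12.6-fold. For the Zeus lists it was the higher-scoring 50% of each list, with a 12.1-fold excess.

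Which Zeus lay farther from the Caf40 sites was tested directly. The share of peaks that overlapped a Dyak_Caf40 peak was lower for Dsim_Zeus than for Dmel_Zeus, with an odds ratio of 0.00185 (0.000804 to 0.00385; Fisher's exact test, p = 9.43e-198). The odds ratio moved most with equal numbers of top-scoring peaks, to 0.00883, where the shares were 4.41% for Dsim_Zeus and 84.1% for Dmel_Zeus. In the other direction, 322 of 1867 Dyak_Caf40 peaks overlapped a Dmel_Zeus peak, 17.2% (15.6 to 19.0), and 25 overlapped a Dsim_Zeus peak, 1.34% (0.909 to 1.97). Neither Zeus list overlapped 1530 Dyak_Caf40 peaks, 81.9% (80.1 to 83.6).

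**Figure D3:**
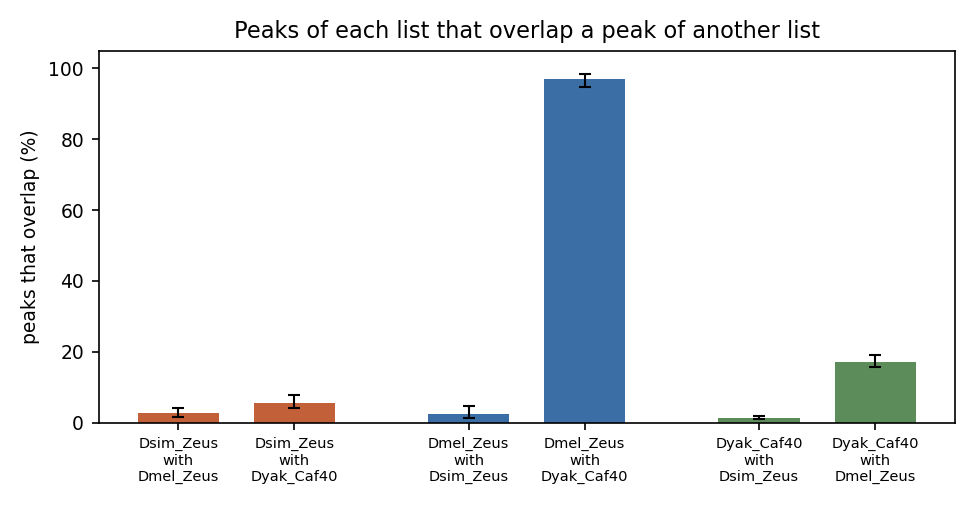
Share of the arm peaks of each list (%) that share at least 1 bp with a peak of another list, with 95% Wilson intervals. Dmel_Zeus peaks overlapped Dyak_Caf40 peaks in 97.1% of cases, and the other shares ran from 1.34% to 17.2%.

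The overlap of the Zeus lists was also tested across the Dyak_Caf40 peaks. Of the 25 Dyak_Caf40 peaks that overlapped a Dsim_Zeus peak, 10 also overlapped a Dmel_Zeus peak. Among the other 1842 Dyak_Caf40 peaks, 312 did, 16.9%. The odds ratio was 3.27 (1.30 to 7.86; Fisher's exact test, p = 0.00577). Peak width was not held fixed, and a wide peak, such as that on chromosome 4 at 612241 to 616218, can overlap both lists more easily. An overlap with both also does not mean that the Zeus peaks met. At the Dyak_Caf40 peak on X at 6746562 to 6747010, the best-ranked Dmel_Zeus peak ended at 6746970 and the best-ranked Dsim_Zeus peak began at 6746980. The odds ratio was 2.43 (0.823 to 6.49) when at least 50% of the shorter peak had to be shared, which no longer passed the threshold.

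Scores, as given by the authors, were then compared between shared and other peaks within each list. The 34 shared Dsim_Zeus peaks had a median score percentile of 86.4, against 48.3 for the 568 others (permutation test, adjusted p = 1.5e-05, from the smallest p that 100000 resamples can give). For Dyak_Caf40, the 337 shared peaks had a median percentile of 90.8 and the 1530 others 41.0 (permutation test, adjusted p = 1.5e-05). In the Dmel_Zeus list, the 330 shared and the 10 other peaks did not differ detectably, at median percentiles of 50 and 53.1 (permutation test, adjusted p = 0.841). Comparison within 5 width classes moved these differences most. For Dsim_Zeus the difference fell from 38.1 to 23.8 percentile points, so that part of it went with peak width, and for Dyak_Caf40 from 49.8 to 45.6, and both stayed past the threshold. For Dmel_Zeus it changed sign, from -3.09 to 6.72 percentile points, and remained undetectable.

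The Dyak_Caf40 peaks with the highest scores were then looked up in both Zeus lists. Of the 100 with the highest score, 99 overlapped a Dmel_Zeus peak, 99% (94.6 to 99.8), and 0 overlapped a Dsim_Zeus peak, which allows a share of up to 3%. Of the 500 with the highest score, 310 overlapped a Dmel_Zeus peak and 15 a Dsim_Zeus peak.

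**Figure D4:**
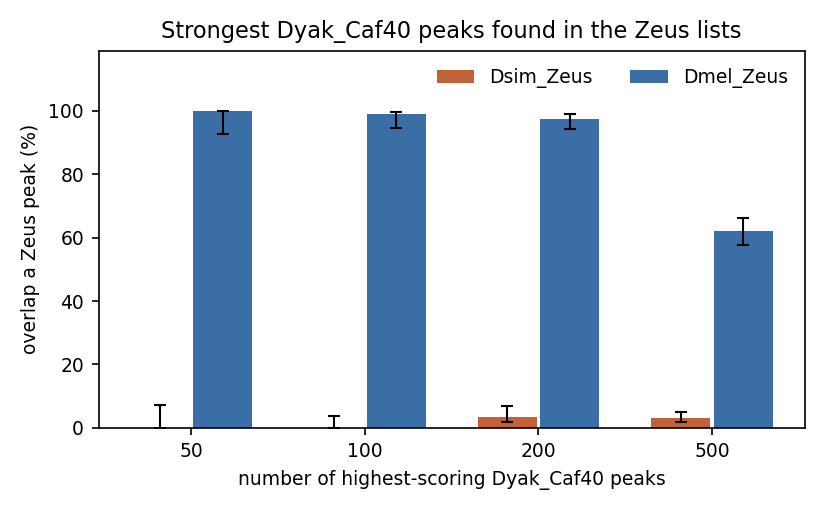
Share (%) of the 50, 100, 200 and 500 highest-scoring Dyak_Caf40 arm peaks that overlap a Dsim_Zeus or a Dmel_Zeus peak, with 95% Wilson intervals. The Dmel_Zeus share fell from 100% of the top 50 to 62% of the top 500, and the Dsim_Zeus share was 3.5% or less in each set.

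The highest-scoring arm peak of Dmel_Zeus lay on 3R at 17234084 to 17234498 and that of Dyak_Caf40 at 17234088 to 17234518, so that the 2 overlapped. The next in both lists was a peak on 3L, at 18081155 to 18081523 for Dmel_Zeus and 18081142 to 18081536 for Dyak_Caf40. The third Dmel_Zeus peak, on 3R at 2733798 to 2734189, overlapped the Dyak_Caf40 peak of rank 4. The third Dyak_Caf40 peak, on 2L at 8477953 to 8478371, overlapped the Dmel_Zeus peak of rank 4. None of these overlapped a Dsim_Zeus peak. The highest-scoring Dsim_Zeus peaks were on X at 22422227 to 22422927, on 2R at 12185605 to 12186098 and on X at 12994561 to 12994994, and none overlapped a peak of another list. The first of them was the last X peak before the centromere in any list. Of the 10 Dyak_Caf40 peaks that overlapped both Zeus lists, those with the lowest rank sums were on 3L at 23841920 to 23842730 (ranks 12 in Dsim_Zeus, 56 in Dmel_Zeus and 130 in Dyak_Caf40), on 3L at 23105816 to 23108347 (ranks 54, 48 and 101 in the same order) and on chromosome 4 at 612241 to 616218 (ranks 22, 37 and 144).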

Values the study reported

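The study reported 102 genes with ChIP-Seq binding for Dsim_Zeus, 270 for Dmel_Zeus and 1149 for Dyak_Caf40. These are counts of genes, not of peaks. By Euclidean distance between read counts at promoters, the study placed Dsim_Zeus farther from Dyak_Caf40 than Dmel_Zeus was. The study reported reads enriched on X relative to the autosomes for every protein. From read counts at transcription start sites, it reported a higher ratio of X to autosome signal for both Zeus proteins than for Dyak_Caf40 (permutation test, p < 0.05). It described the X enrichment of Dsim_Zeus as particularly strong (permutation test, p < 0.001). It also reported a bias toward chromosome 4 that was strong for Dmel_Zeus (p < 0.001) and mild for Dsim_Zeus (p < 0.05), and no such bias for Dyak_Caf40. Its methods state that read depth within exons, and called peaks alone, gave the same results. The peak shares given above differ from this in part. Dsim_Zeus had a lower chromosome 4 share than Dyak_Caf40, whose own share there exceeded that of the arm length. On X, the Dyak_Caf40 share lay below that of the arm length. Peak shares and read counts are different measures.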

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

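Of the tests in this part, those on peaks next to the centromere, on library series, on a failed immunoprecipitation, on antibody sites, on list assignment, on the Dsim_Zeus peaks shared off the arms and on shifts off the arms were chosen only after the result was seen. Binding that differs between the proteins, the biological difference that the design names, stays open for each pattern and could not be tested against replicates.

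The chromosome 4 share, set against that of Dyak_Caf40, moved in opposite directions in the Zeus lists, higher in Dmel_Zeus and lower in Dsim_Zeus, and the direct test between them gave an odds ratio of 0.170. Peaks next to the centromere of the large arms, which are frequent in the Dsim_Zeus list, would lower its chromosome 4 share by dilution. Without 1 Mb at those ends the odds ratio was 0.210 (0.0807 to 0.489), so dilution leaves most of the difference between the Zeus lists standing. Against Dyak_Caf40, the odds ratio of Dsim_Zeus was then 0.506 (0.208 to 1.07) and no longer passed the threshold. Dilution therefore stays open for that comparison. For the higher Dmel_Zeus share, a candidate explanation is a higher calling threshold in effect, since the Dmel_Zeus list holds mainly the strong end of the Dyak_Caf40 sites. Among equal numbers of top-scoring peaks the odds ratio of Dmel_Zeus against Dyak_Caf40 was 1.04 (0.559 to 1.96), which leaves out the 2.31 of the whole lists. Of these Dmel_Zeus peaks, 286 overlapped one of the Dyak_Caf40 peaks, so the sets were not independent and the interval is approximate. The higher chromosome 4 share of Dmel_Zeus may thus come from list size rather than from the protein. The lower Dsim_Zeus share rests on 8 peaks.

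The overlap with Dyak_Caf40 differed between the Zeus lists, with an odds ratio of 0.00185 for Dsim_Zeus against Dmel_Zeus. A list on other coordinates is argued against by the overlaps that remain, which were 4.04 times as frequent as after shifts of 50 kb to 500 kb. A weak immunoprecipitation that recovered only the strongest of the same sites is argued against by the 100 highest-scoring Dyak_Caf40 peaks, of which 0% overlapped a Dsim_Zeus peak. A failed immunoprecipitation, with mostly background at repeats, could not be excluded. The study reported very high correlations between replicates of each protein, and replicates that clustered by protein. It also reported signal highest at transcription start sites, and the motif it named CAZAM in the Dsim_Zeus data. These reports bear on a failure, but reads and motifs were not analysed here, so it stays open. Of the 1091 Dsim_Zeus peaks, 648 (59.4%, 56.5 to 62.3) lay off the arms or in the 1 Mb next to the centromere, against 68 of 378 Dmel_Zeus (18.0%) and 197 of 1964 Dyak_Caf40 peaks, but binding in heterochromatin would place them there too. A difference between library series cannot be told apart from the protein, because 0 other proteins had a library in the range of the Dsim_Zeus library numbers.

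The near inclusion of Dmel_Zeus in the Dyak_Caf40 list has technical candidates of its own. Sites that the anti-FLAG antibody gives whatever the tagged protein should appear with Dsim_Zeus as well, and 2.42% (1.23 to 4.71) of the 330 shared peaks did. A failed Dsim_Zeus immunoprecipitation could hide such sites, so the test leaves this open, and an anti-FLAG library from flies without a tagged protein was not analysed here. A list assigned to the wrong protein would also give an overlap of 97.1%, as would 2 proteins with the same sites, and the lists alone cannot separate these.

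Peaks off the 6 arms, left out of the main comparisons and used only in the alternative with all sequences as the background, made up 44.8% of the Dsim_Zeus list (489 of 1091; 41.9 to 47.8), 10.1% of the Dmel_Zeus list (38 of 378; 7.41 to 13.5) and 4.94% of the Dyak_Caf40 list (97 of 1964; 4.07 to 5.99). Nearly all lay on the heterochromatic sequences, 488, 36 and 96 peaks respectively. A looser calling threshold, with weak peaks only, is argued against by the scores, since the share off the arms was 49.5% (45.3 to 53.6) in the higher-scoring 50% of the Dsim_Zeus list and 40.2% (36.1 to 44.4) in the rest. Regions that give peaks in every library might be a source. Of the Dyak_Caf40 peaks off the arms, 23.7% overlapped a Dsim_Zeus peak, against 1.34% on the arms. Dsim_Zeus peaks cover 2.79% of the heterochromatic sequences and 0.253% of the arms, however, so the shares alone decide nothing. After circular shifts of the Dyak_Caf40 peaks, the excess was 4.20-fold on the heterochromatic sequences (22 of 96 peaks against 5.23 after shifts; 2.87 to 5.92 from the count alone) and 2.92-fold on the arms (25 of 1867 against 8.57). The interval holds the value on the arms close to its lower end, so a higher excess off the arms was not shown and is not excluded. Of the 489 Dsim_Zeus peaks off the arms, 4.70% overlapped one of the 97 Dyak_Caf40 peaks there. Regions that gave peaks in every library should appear in the Dyak_Caf40 list as well. If the lists were called alike, the low share argues against such regions as the source of most Dsim_Zeus peaks off the arms. Such regions as the source of a smaller part of these peaks, binding of Dsim_Zeus in heterochromatin and background that arose only in its libraries all stay open.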

How the results depend on the processing

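The overlaps between lists kept their direction and stayed past the threshold in all 21 comparisons with an alternative (7 settings, 3 pairs), with fold excesses from 3.61 to 12.6 for Dsim_Zeus and Dyak_Caf40, from 61.7 to 236.6 for Dmel_Zeus and Dyak_Caf40, and from 4.75 to 12.1 for the Zeus lists. The lower share of Dsim_Zeus than of Dmel_Zeus peaks at Dyak_Caf40 peaks held in all 5, with odds ratios from 0.00163 to 0.00883. Dsim_Zeus against Dmel_Zeus on chromosome 4 kept its direction in all 7, and stayed past the threshold in the 5 that carry a test, with odds ratios from 0.0800 to 0.317. The number of other lists with a peak at each of the 9 top-scoring named peaks was the same in all 18 comparisons.

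The X and chromosome 4 shares against Dyak_Caf40 were less stable. With the higher-scoring 50% of each list, 3 no longer passed the threshold, with odds ratios of 1.16 for Dmel_Zeus on X, 0.421 for Dsim_Zeus on chromosome 4 and 1.71 for Dmel_Zeus on chromosome 4. With equal numbers of top-scoring peaks, the same happened to Dsim_Zeus on X (1.46), Dmel_Zeus on X (1.16) and Dmel_Zeus on chromosome 4 (1.04). Both settings leave fewer peaks to test, but Dmel_Zeus is whole in the second, and the chromosome 4 estimate itself moved to about 1. With clusters, Dsim_Zeus on X (1.17), Dmel_Zeus on X (1.45) and Dsim_Zeus on chromosome 4 (0.720) no longer passed, and Dsim_Zeus against Dmel_Zeus on X reversed to 0.810. Merging left 286 Dsim_Zeus, 300 Dmel_Zeus and 1038 Dyak_Caf40 clusters. With all sequences as the background, X reversed for Dsim_Zeus against Dyak_Caf40 (0.787) and against Dmel_Zeus (0.580). This came by construction, since 44.8% of the Dsim_Zeus list then entered as peaks not counted on X. The heterochromatic sequence of X, XHet, was among those not counted, with 9 Dsim_Zeus, 7 Dmel_Zeus and 8 Dyak_Caf40 peaks.

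Values without a test moved beyond the interval of the main estimate for Dsim_Zeus on X. By base pairs covered, the odds ratio against Dyak_Caf40 was 1.96. By lines, it was 3.33 against Dyak_Caf40 and 2.36 against Dmel_Zeus, because repeated peaks then count up to 200 times. Without 1 Mb next to the centromere, Dsim_Zeus against Dyak_Caf40 no longer passed the threshold on X (1.08) or on chromosome 4 (0.506). This setting reversed Dsim_Zeus against Dmel_Zeus on X to 0.701. Omission of 2 Mb gave 1.20 and 0.778 for the X comparisons of Dsim_Zeus with Dyak_Caf40 and Dmel_Zeus, and omission of 0.5 Mb left them at 1.56 and 1.05. The line count and these windows were chosen after seeing the data.

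Across Dyak_Caf40 peaks, the association of the Zeus lists was 2.43 and no longer past the threshold with 50% of the shorter peak shared. The cause was not tested. Without X it was 2.82, with Fisher's p under the threshold but an exact interval from 0.943 to 7.70. Score differences of Dsim_Zeus and Dyak_Caf40 stayed past the threshold in both alternatives, from 23.8 to 37.5 and from 45.6 to 49.8 percentile points. The score difference of Dmel_Zeus reversed to 6.72 percentile points within width classes, on 10 unshared peaks, and was past the threshold in neither case.

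No paired analysis was possible because the lists hold no value per library. Leaving out each replicate in turn could not be run for the same reason. The alternatives for promoters, for the CAZAM motif and for genes with a peak at the promoter were not run either, since they need a genome and annotation of dm3, not used here. The number of peaks limits the chromosome shares. An odds ratio of 1.5 was detected in 72% of simulations at the size of the Dmel_Zeus list. That rate is for unadjusted p-values and independent lists, so it is not the power of the adjusted tests used here.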

Other observations

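The tests on peaks next to the centromere and on repeated lines were chosen only after the result was seen.

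The higher X share of Dsim_Zeus than of Dyak_Caf40 may rest on peaks near the centromere-proximal end of X. Without 1 Mb there and on the other large arms the odds ratio fell to 1.08 (0.806 to 1.44), which leaves out the 1.51 of the whole arms. Without 2 Mb it was 1.20 (0.887 to 1.62), an interval that holds both 1 and 1.51. The window matters, since 8 of the Dsim_Zeus peaks on X lay in the last 0.5 Mb and 47 in the next, and without the last 0.5 Mb alone the odds ratio was 1.56 (1.22 to 1.99). The explanation therefore stays open. The region was noticed in these data, and whether the peaks there mark binding or repeats was not tested.

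For the higher X share of Dmel_Zeus than of Dyak_Caf40, a higher calling threshold in effect could not be separated from a difference between the proteins. Among equal numbers of top-scoring peaks the odds ratio was 1.16 (0.781 to 1.73), an interval that holds both 1 and the 1.46 of the whole lists. It is approximate, since 286 of these Dmel_Zeus peaks overlapped one of the Dyak_Caf40 peaks.

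Of the Dsim_Zeus peaks, 255 of 1091 (23.4%) stood on more than 1 line, with up to 200 lines for a peak. In the Dmel_Zeus list 8 peaks did, with up to 4 lines, and in the Dyak_Caf40 list 106, with up to 3. One intersection with one list of separate peaks, each at least 200 bp wide, can repeat a peak only as often as such peaks can touch it. In the Dsim_Zeus list 53 peaks had more lines than that, and in the other lists 0 did. The peak on 2R at 15635727 to 15636275, 549 bp wide, stood on 27 lines where one intersection allows 4, which would need at least 3 successive intersections. The Dsim_Zeus list may therefore have been made by more steps of intersection than the other lists. If the peak names count the peaks first called, the distinct peaks retained were at most 13.9% of the highest number in the Dsim_Zeus names (7835), 88.5% for Dmel_Zeus (427) and 69.1% for Dyak_Caf40 (2844). No biological explanation was tested.

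Peaks were crowded in a few windows of 100 kb. The densest for Dsim_Zeus, on 2R from 15600001 to 15700000, held 31 peaks on 221 lines, or 20.1% of the Dsim_Zeus peaks on that arm, and 0 peaks of the other lists. The next, on X from 21500001 to 21600000, held 21 Dsim_Zeus, 0 Dmel_Zeus and 4 Dyak_Caf40 peaks. For Dyak_Caf40 the densest window was on 2L from 5100001 to 5200000, with 29 Dyak_Caf40 peaks, 1 Dmel_Zeus peak and 0 Dsim_Zeus peaks. For Dmel_Zeus it was on chromosome 4 from 700001 to 800000, with 6 Dmel_Zeus peaks, 14 Dyak_Caf40 peaks and 1 Dsim_Zeus peak. It held 24% of the Dmel_Zeus peaks on chromosome 4. These windows were chosen after their values were seen.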
